A study of Arabidopsis thaliana with 8 samples. Its data were reported in "Jasmonates and Histone deacetylase 6 activate Arabidopsis genome-wide histone acetylation and methylation during the early acute stress response" (2022).

How the data were processed

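Gene expression was measured in whole *Arabidopsis thaliana* seedlings on 1-colour microarrays carrying long DNA oligonucleotides (probes). Total RNA from each sample was labelled with the dye Cy3 and hybridised to 1 array, so every sample had its own array and no samples were pooled. The 8 arrays fell into 4 groups of 2 by genotype and treatment, as given by the sample labels: WT mock, WT +MeJA, *axe1-5* mock and *axe1-5* +MeJA. The labels state that 200 ng of RNA was labelled per sample. The methods of the study state more replicates and more RNA per sample, and the labels and files were followed here. The file headers place the 4 mock arrays on 1 slide and the 4 MeJA arrays on the other, with WT in positions 1 and 2 and *axe1-5* in positions 3 and 4 of each slide, and give 1 scan date for all arrays.

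The deposited scanner files, per the file headers, were made by Agilent Feature Extraction 9.1 and hold fluorescence intensity: the processed signal is the spot intensity after spatial detrending and background subtraction, with a surrogate value for spots not above background, and the raw spot and local background intensity are given beside it. The authors' series table holds log2 values, scaled to the 75th percentile of each array and centred on the median of each probe over the 8 arrays. This was checked by making the same values from the scanner files. Over 43466 probes, the lowest correlation of an array with its column of the table was 0.9999992, and every value lay within 0.01 log2 of the deposited one, the largest difference being 0.00287. The scanner files were used for the results, because the centred table no longer holds signal levels.

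Each array had 45220 spots, of which 1417 were controls and 43803 carried 43603 probes. Signals under 0.01 were set to 0.01, log2 was taken, and the 75th percentile of each array was subtracted, as in the study's methods. Replicate spots of a probe were averaged after spots marked as outliers by the scanner software were left out. This removed 137 probes that had no spot left on at least 1 array. A probe entered if it was well above background, by the flag in the files, on both arrays of at least 1 group. The files' own annotation assigned 38291 probes to 29030 AGI loci, the locus codes of the Arabidopsis genome, and 28595 of these loci were in the RefSeq gene table for TAIR10.1, from which symbols, gene types and coordinates were taken. A gene was represented by its brightest probe among those that entered, leaving 22708 genes, of which 6875 had more than 1 probe on the array. Probes with no AGI locus were left out of gene counts.

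Depth on an array is the signal over background. The 75th percentile of the signal ran from 1616 to 2194 intensity units across arrays, between 74.4% and 78.5% of probes were well above background, and 0 spots were saturated. With 2 arrays per group, the number of arrays limits the precision of every value.

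Differences were tested with limma 3.58.1 in R 4.3.3, with the package data.table (version 1.17.8) for input and output. One model with a mean for each of the 4 groups was fitted to all 8 arrays (lmFit, eBayes), so that every comparison shared 1 estimate of the spread, with 4 residual degrees of freedom per gene and 2.26 prior degrees of freedom from all genes. The 6 comparisons were the MeJA response in WT, the effect of *axe1-5* in mock, *axe1-5* +MeJA against WT mock, the MeJA response in *axe1-5*, the effect of *axe1-5* under MeJA, and the interaction (the MeJA response in *axe1-5* minus that in WT). Tests were 2-sided. P-values were adjusted by Benjamini-Hochberg over the 22708 genes, and a gene was called at an adjusted p under 0.05 with a change of at least 2-fold, for the interaction a 2-fold difference between the responses. Slide was not a term of the model, because treatment and slide coincide.

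Sets of genes were tested with camera in limma with a preset inter-gene correlation of 0.01, in 4 comparisons, with Benjamini-Hochberg adjustment over the 24 pairs of set and comparison. Median changes were placed among 10000 random lists of equal size matched on mean signal in 20 bins. The 6 sets were the JAZ family, the alpha-linolenic acid metabolism and phenylpropanoid biosynthesis genes that the study names for raised H4ac (a part of each pathway), the genes listed by the study with raised H4ac in WT +MeJA and in *axe1-5* (from its ChIP-seq, which was not used here beyond these lists), and transposable element genes by the words of the files' probe annotation. Transposable element copies that share probe sequence could not be separated. A list of 16 single genes, starting with *HDA6*, was adjusted over the list alone as well as over all genes. For comparisons that share the WT mock arrays, 20 simulations with unchanged groups gave the correlation that arises without an effect.

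Single genes are named by a rule: in each comparison, the 3 largest rises and the 3 largest falls among called genes whose groups do not overlap and whose probe is well above background on every array compared, and, for the 4 first comparisons, the 2 largest changes in each direction among genes well above background on every array of 1 group and on no array of the other. For the latter a bound is given in place of a fold, taken against the lowest well-above-background signal of the array. Genes of the fixed lists may be named too. The text names a part of the genes that the rule allows. The design, the sets, the lists, the tests, the naming rule and the alternatives were chosen before the data were examined.

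The pipeline was tested on simulated data of the same shape with 200 changed genes. It recovered 194 in the MeJA response in WT, 197 in the *axe1-5* effect in mock and 186 in the interaction, with 3, 1 and 6 wrong calls. Every simulated change was larger than 2-fold, and the noise was independent between genes.

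The alternatives were normexp background correction with an offset of 50 on the raw intensities, quantile scaling, median scaling, a 75th percentile over the probes well above background on all 8 arrays, no filter on dim probes, a filter that keeps only genes well above background on all 8 arrays (21294 genes; the methods of the study remove values by an absent flag, which this filter only approximates), a floor at the lowest well-above-background signal, the mean over the probes of a gene, every probe on its own, the authors' series table, no minimum fold change, the methods' t-test with and without Benjamini-Hochberg adjustment, limma on the 2 groups compared, limma with trend and robust shrinkage, the replicate number as a block, slide as a block, each array left out in turn, and, for sets, fry and camera with an estimated correlation.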

Results

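Transcript levels were profiled in whole seedlings of the *axe1-5* mutant, which carries a lesion in the histone deacetylase gene *HDA6*, and of DR5, the Col-0 line that serves as its wild type (WT). Seedlings aged 12 days were placed for 3 h on plates with 50 µM methyl jasmonate (MeJA), a volatile form of the stress hormone jasmonate, or on mock plates without it. The 4 groups (WT mock, WT +MeJA, *axe1-5* mock and *axe1-5* +MeJA) had 2 arrays each. The 75th percentile of the processed signal was 2115 and 1989 intensity units on the WT mock arrays, 1692 and 1622 on the WT +MeJA arrays, 2194 and 2139 on the *axe1-5* mock arrays, and 1849 and 1616 on the *axe1-5* +MeJA arrays. Of 22708 genes tested, the values of replicate arrays correlated across genes with r between 0.995 and 0.996 in each group. Genes are not independent replicates, so this describes the arrays only. The median SD of a gene between replicates lay between 0.0780 and 0.0870 on the log2 scale. All mock arrays were on 1 slide and all MeJA arrays on the other, so MeJA and slide coincide in every comparison of treated with untreated seedlings. Comparisons of the genotypes under 1 treatment lie within a slide, and there genotype coincides with position on the slide.

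The first question was how many transcripts respond to MeJA, to the *axe1-5* mutation, or to both, when each condition is set against the untreated WT. In WT +MeJA, limma called 2600 genes at an adjusted p under 0.05 and at least 2-fold, 1278 higher and 1322 lower. In *axe1-5* mock, 958 genes were called, 877 higher and 81 lower, so 91.5% of the calls were higher. In *axe1-5* +MeJA, 3184 genes were called, 2157 higher and 1027 lower. At an adjusted p under 0.05 with no minimum fold the counts were 8049, 2124 and 10008. In proportion, the methods' t-test, run here 2-sided on 2 arrays per group, lowered these counts most. After Benjamini-Hochberg adjustment it left 111, 46 and 739 genes. The methods describe right- or left-tailed tests on more replicates. The number of genes called in *axe1-5* mock ran from 688, without *axe1-5* mock replicate 2, to 961 when 1 array was left out in turn. With a stricter filter, which keeps only genes well above background on all 8 arrays, 485 genes were called in *axe1-5* mock, of which 88.0% were higher.

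**Figure D1:**
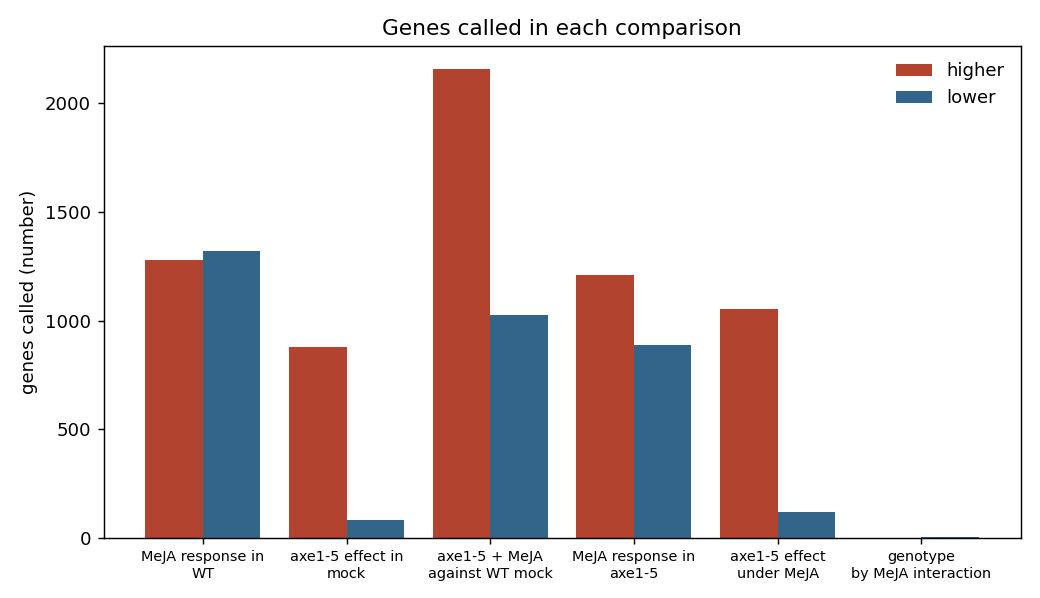
Number of genes called in each of the 6 comparisons (y axis, genes; bars start at 0), with higher and lower genes as separate bars. In the MeJA response in WT 1278 genes were higher and 1322 lower, in *axe1-5* mock 877 were higher and 81 lower, and the interaction had 2 genes, both lower.

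The 2 by 2 design allowed the MeJA response to be measured within each genotype and the mutation to be compared under each treatment. Within *axe1-5*, MeJA changed 2100 genes, 1210 higher and 890 lower. Between the genotypes under MeJA, 1172 genes were called, 1052 higher and 120 lower in *axe1-5*. Quantile scaling lowered the share of higher calls in this comparison from 89.8% to 77.6%. Of the 2600 genes called in the WT response, 1009 were called higher and 761 lower in both genotypes, and 1 was called in opposite directions. In total 1770 genes (68.1% of the WT calls) were shared, and 2585 of the 2600 (99.4%) changed with the same sign in *axe1-5*. Across all genes tested the responses correlated with r = 0.911 and the slope of the *axe1-5* response on the WT response was 0.842. These are correlations across genes, and the responses share both slides. When each response was taken from single arrays, r lay between 0.773 and 0.882 and the slope between 0.710 and 0.826 over 16 pairings. Of the 958 genes called in *axe1-5* mock, 742 (77.5%) were called in the same direction under MeJA.

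**Figure D2:**
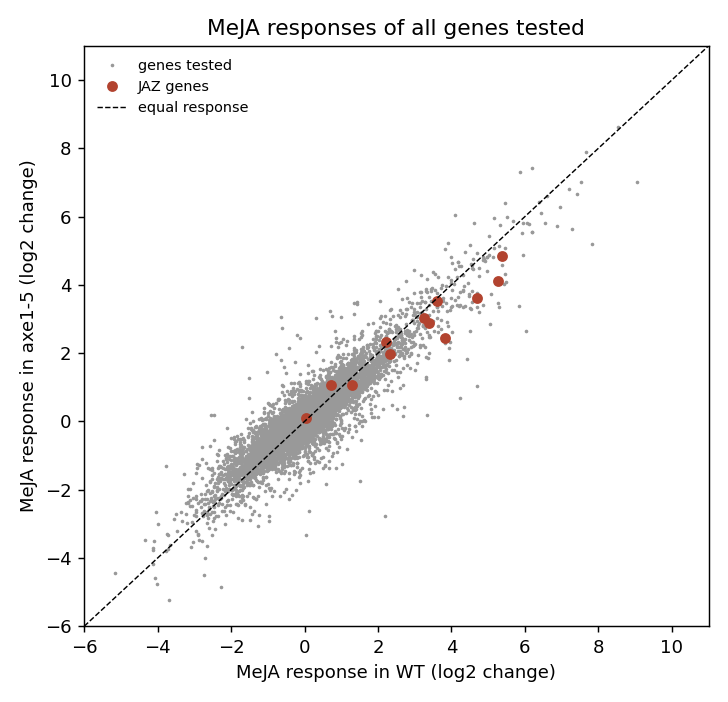
Log2 change on MeJA in *axe1-5* (y axis) against that in WT (x axis) for every gene tested, with JAZ genes in red and a dashed line at equal response. The points lie along the line with r = 0.911 and a slope of 0.842, and *JAZ7* lies below it at 2.43 in *axe1-5* against 3.83 in WT.

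Calls shared by the comparisons with the untreated WT were counted next, since these comparisons use the same 2 WT mock arrays. The WT +MeJA and *axe1-5* mock lists shared 83 genes, 69 higher in both and 14 lower in both, while 106 genes were called in opposite directions. The correlation of the changes across all genes was r = 0.0247. Simulated groups with no effect, compared with 1 control, gave a mean r of 0.505 over 20 simulations. The simulated lists of WT +MeJA and *axe1-5* mock held at most 1 gene each, so they set no level for the number of shared genes. The WT +MeJA and *axe1-5* +MeJA lists shared 1790 genes with r = 0.699, and the *axe1-5* mock and *axe1-5* +MeJA lists shared 738 with r = 0.665. The simulated mean r for these pairs was 0.503 and 0.499. In the simulations all change is noise, while here many genes change. The simulated values therefore do not tell what part of the observed r comes from the shared arrays.

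The test of whether the mutation alters the MeJA response is the interaction, in which a slide effect common to both genotypes cancels. Here limma called 2 genes of 22708, both with a smaller response in *axe1-5*, and 1677 genes had an unadjusted p under 0.05. In simulated data of the same shape the same test recovered 186 of 200 changed genes. This rate depends on the simulated sizes, which were all larger than 2-fold, and does not carry over to every 2-fold difference. With 200 changed genes the adjustment is also milder than with few. The rate therefore does not give the share of differences found in the interaction here. *JAZ7* and *VSP1* differed by -1.40 ± 0.360 and 1.05 ± 0.265 (SE) and did not pass, with adjusted p-values of 0.446 and 0.437. *BSMT1* (AT3G11480, a methyltransferase gene on chromosome 3 from 3614421 to 3617342 in TAIR10.1) rose by a log2 change of 5.83 in WT and 3.39 in *axe1-5*, a difference of -2.44 ± 0.161 (SE, 2 arrays per group) with an adjusted p of 0.041. AT5G17540 (chromosome 5, 5781987 to 5783729) differed by -3.66 ± 0.205 (SE) with an adjusted p of 0.0294. This gene falls outside the naming rule, as 1 of the 2 WT mock arrays was not well above background, and it was chosen after its values were seen. Leaving out 1 array gave between 0 and 2 calls in the interaction, and 0 for 5 of the 8 arrays. *BSMT1* was then called in none of the 8 fits, with adjusted p-values from 0.0592 without *axe1-5* +MeJA replicate 2 to 0.139 without *axe1-5* mock replicate 1. AT5G17540 was called only without WT +MeJA replicate 1, with an adjusted p of 0.0346.

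Among genes measured on every array compared, the largest rises on MeJA in WT were in *CSLA01* (AT4G16590, a cellulose synthase-like gene on chromosome 4 from 9345150 to 9349258), AT3G27415 and AT1G73325. *CSLA01* rose by 8.53 ± 0.327 (SE) on the log2 scale with an adjusted p of 2.63e-05, from a level of -5.90 ± 0.70 (SD, n = 2) relative to the 75th percentile to 2.63 ± 0.16 (SD, n = 2). AT3G27415 rose by 7.82 ± 0.222 and AT1G73325 by 7.54 ± 0.290, with adjusted p-values of 1.14e-05 and 2.63e-05. The largest falls were in *GSTF14* (-4.35 ± 0.372, adjusted p 0.000408), *BHLH100* (-4.14 ± 0.539, adjusted p 0.00211) and *EXPA8* (-4.13 ± 0.155, adjusted p 2.51e-05). *TPS10* (AT2G24210, a terpene synthase gene) was well above background on no WT mock array and on both WT +MeJA arrays, and was at least 1352-fold higher. In *axe1-5* the gene with the largest measured rise on MeJA was again *CSLA01* at 8.62 ± 0.327, and the largest fall was in *IAA29* at -4.19 ± 0.167.

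The same rule gave the genes that differ most between the genotypes in mock. AT2G15555 (a non-coding RNA gene on chromosome 2 from 6785904 to 6786976) was higher by 10.33 ± 0.323 (SE) with an adjusted p of 1.14e-05, from -7.25 ± 0.65 (SD, n = 2) in WT to 3.08 ± 0.09 (SD, n = 2). AT4G16215 (chromosome 4, 9179244 to 9179833) was higher by 9.61 ± 0.228 and *SADHU3-1* (AT3G44042, a transposable element gene on chromosome 3 from 15813075 to 15814056) by 8.97 ± 0.238. The transposable element gene AT5G28880 was well above background on no WT mock array and was at least 532-fold higher, and AT4G07965 at least 481-fold. The largest falls were in the germin-like gene AT3G05950 (-3.14 ± 0.677, adjusted p 0.039), *PORA* (-2.70 ± 0.274, adjusted p 0.00245) and *NIG1* (-2.36 ± 0.166, adjusted p 0.000479). AT3G05950 was not called when any of 5 arrays was left out, with an adjusted p of 0.15 without *axe1-5* mock replicate 1. Of the 877 higher genes, 347 (39.6%) went from well above background on no WT mock array to both *axe1-5* mock arrays. In the WT response to MeJA this held for 85 of 1278 higher genes (6.65%).

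**Figure D3:**
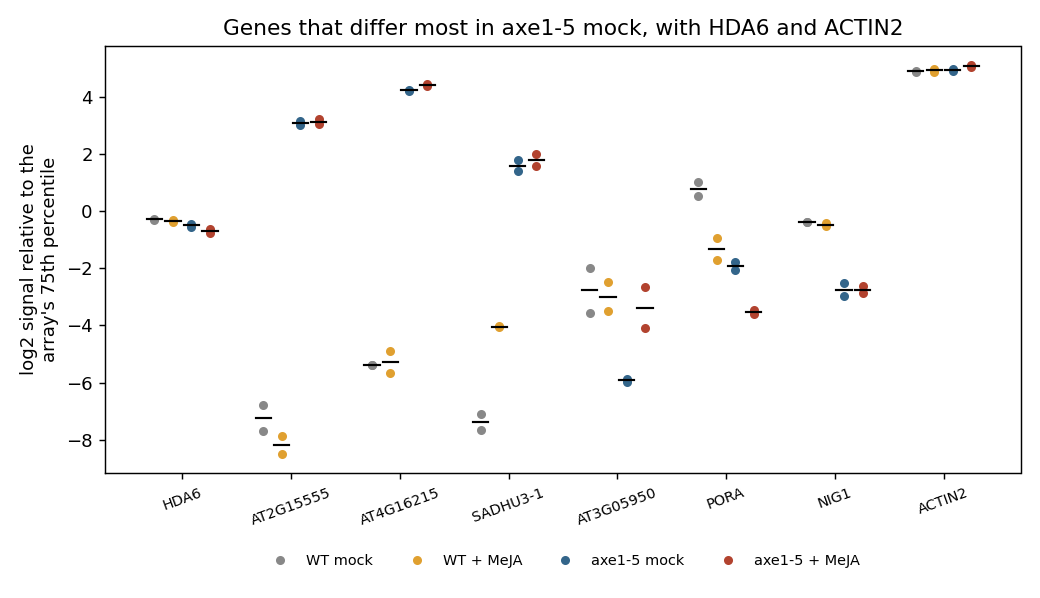
Log2 signal relative to the 75th percentile of the array (y axis) for *HDA6*, the 3 genes with the largest measured rise and the 3 with the largest fall in *axe1-5* mock, and *ACTIN2*; dots are single arrays, coloured by group, and black lines are group means of 2 arrays. AT2G15555 lies at -7.25 in WT mock and 3.08 in *axe1-5* mock, while *ACTIN2* lies at 4.89 and 4.93.

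Transposable element genes were compared with all other genes because HDA6 acts in their silencing. Of 230 tested, 108 (47.0%) were called higher in *axe1-5* mock and 0 lower, against 769 of 22478 other genes (3.42%; Fisher's exact test, 2-sided, p = 2.84e-90). Their median log2 change was 0.89 (camera, adjusted p 4.41e-28), and it was higher in 171 of the 230. A gene can enter through its signal in *axe1-5* alone, so the share among genes that entered is higher than in the class as a whole. Of all 1243 such genes on the array, 108 (8.69%) were called higher, against 769 of 27787 other loci (2.77%; Fisher's exact test, 2-sided, p = 3.59e-23). Among genes well above background on both WT mock arrays, a selection made after the result was seen that takes no account of *axe1-5*, 27 of 132 transposable element genes (20.5%) were called higher, against 443 of 21687 other genes (2.04%; Fisher's exact test, 2-sided, p = 5.6e-19). With no filter on dim probes the test (camera) over 1241 genes gave an adjusted p of 0.965 with a median of -0.20. Most of these genes were not well above background on both arrays of any group. The 7710 probes of all genes that no WT mock array measured well above background also had a median of -0.20. The unfiltered test therefore speaks mostly of genes that were not measured. Under MeJA, 112 of the 230 were called higher in *axe1-5*. On MeJA itself 7 were called higher and 6 lower in WT, and 6 higher and 1 lower in *axe1-5*.

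*HDA6* (AT5G63110, chromosome 5 from 25315506 to 25318347) was measured by 1 probe above background, whose place relative to the *axe1-5* lesion was not determined, so its signal does not tell whether the transcript is intact. Its level was -0.29 ± 0.015 (SD, n = 2) in WT mock, -0.36 ± 0.064 in WT +MeJA, -0.50 ± 0.067 in *axe1-5* mock and -0.70 ± 0.112 in *axe1-5* +MeJA. The difference between the genotypes was -0.21 ± 0.086 (SE) in mock, with an adjusted p of 0.201, and -0.34 ± 0.086 under MeJA, with an adjusted p of 0.0452 over all genes and 0.0554 adjusted over the list alone. Under MeJA the adjusted p was above 0.05 whichever array was left out, up to 0.186 without WT +MeJA replicate 2. The control gene *ACTIN2* differed by 0.04 ± 0.071 between genotypes in mock (adjusted p 0.793), and by -0.02 under median scaling. Under MeJA it differed by 0.16 ± 0.071 (adjusted p 0.175). Between *axe1-5* +MeJA and WT mock it differed by 0.18 ± 0.071, with an adjusted p of 0.0841 over all genes and 0.0495 adjusted over the list alone. In that comparison, where genotype, MeJA and slide all differ, *HDA6* differed by -0.405 ± 0.086. Its adjusted p was 0.0109 over all genes and 0.00389 over the list alone.

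Of the 16 single genes fixed in advance, 10 passed an adjusted p of 0.05 in the WT response, all higher, and 11 did when adjusted over the list alone. In *axe1-5* the counts were again 10 and 11. For the genotypes in mock they were 3 and 5, and the count of 3 fell to 0 without WT mock replicate 1 or without WT mock replicate 2. Under MeJA they were 2 and 1, and the count of 2 ran from 0 to 3 with 1 array left out. For *axe1-5* +MeJA against WT mock they were 13 and 14. In the interaction 0 of the 16 passed either way by limma. The study chose several of these genes from its own analysis, so the counts over the list alone are not independent evidence. *RAP2.6* rose by 5.51 ± 0.212 (SE) in WT and 5.97 ± 0.212 in *axe1-5*, and *MYC2* by 3.34 ± 0.175 and 3.00 ± 0.175. The jasmonate markers *VSP1* and *VSP2* differed by -1.15 ± 0.188 and -1.18 ± 0.192 in *axe1-5* mock relative to WT mock, with adjusted p-values of 0.015 and 0.0149, which rose to 0.0837 and 0.0825 without WT mock replicate 2. Under MeJA they differed by -0.10 and -0.17 between genotypes, with adjusted p-values of 0.739 and 0.574. *CDKA;1* and *E2FB*, which the study chose for ChIP-qPCR, changed by -0.062 ± 0.066 and 0.005 ± 0.079 in WT, within 1 SE of 0. The sign flipped under median scaling for *CDKA;1* and under the 75th percentile of well-measured probes for *E2FB*. These scalings move all genes of an array alike, so the flips tell nothing particular to these genes. In *axe1-5*, *CDKA;1* and *E2FB* changed by -0.044 ± 0.066 and 0.233 ± 0.079. For *E2FB* the adjusted p was 0.0699 over all genes and 0.0347 over the list alone.

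Genes of the jasmonate and phenylpropanoid pathways were tested as sets. The alpha-linolenic acid and phenylpropanoid sets are the genes that the study names in these pathways for raised H4ac, an acetylation mark on histone H4, and not the whole pathways. The 12 JAZ genes, which encode repressors of jasmonate signalling, had a median log2 change of 3.32 in WT (camera, adjusted p 1.02e-11) and 2.66 in *axe1-5* (9.11e-12), and all 12 were above 0 in both. The 10 alpha-linolenic acid metabolism genes tested, of 11 listed, had medians of 2.37 and 2.08, both with an adjusted p of 4.78e-09. The 17 phenylpropanoid biosynthesis genes tested, of 18 listed, had a median of -0.09 in WT with a mean of 0.05 (adjusted p 0.802) and of 0.28 in *axe1-5* (adjusted p 0.0307). In the interaction, the JAZ genes had a median of -0.28 (adjusted p 2.54e-05, 3 of 12 above 0), the alpha-linolenic acid genes one of -0.18 (0.00161, 2 of 10 above 0) and the phenylpropanoid genes one of 0.41 (0.00398, 13 of 17 above 0). None of these 3 interactions held under fry, with adjusted p-values of 0.15, 0.15 and 0.114, or under an estimated correlation, with 0.217, 0.0701 and 0.284. The phenylpropanoid interaction had an adjusted p of 0.0652 without *axe1-5* mock replicate 2. The phenylpropanoid response in *axe1-5* held under neither (0.0526 and 0.408). The other set calls by camera held under fry. Under the estimated correlation the JAZ responses did not hold (0.0701 in each genotype), while the alpha-linolenic acid responses did (0.0248 in each).

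**Figure D4:**
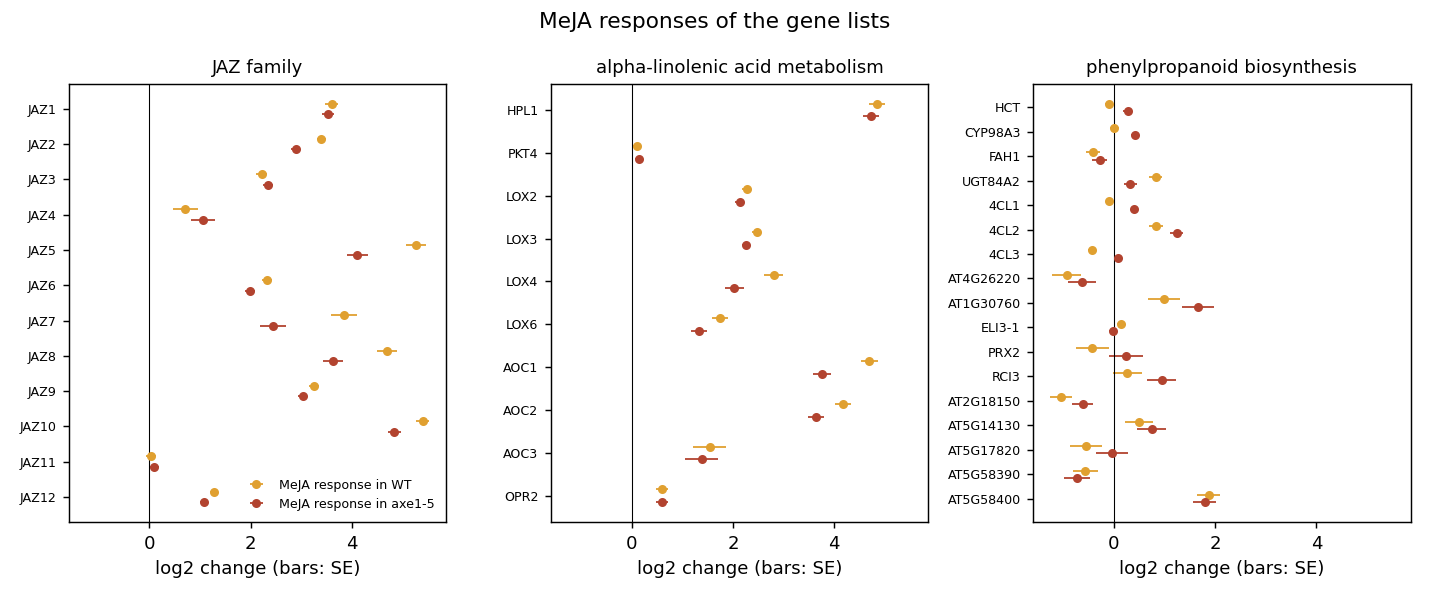
Log2 change on MeJA (x axis) in WT and in *axe1-5* for each gene tested of the JAZ, alpha-linolenic acid and phenylpropanoid lists (y axis); points are limma estimates from 2 arrays per group and bars are their SE. *JAZ10* rose by 5.39 in WT and 4.83 in *axe1-5*, and *4CL1* changed by -0.09 in WT and 0.40 in *axe1-5*.

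Adjusted over the list alone, 5 JAZ genes had a lower response in *axe1-5*: *JAZ2* (-0.50), *JAZ5* (-1.16), *JAZ7* (-1.40), *JAZ8* (-1.08) and *JAZ10* (-0.56). The adjusted p-values over the list were 0.0222 for the first 4 of these and 0.0482 for *JAZ10*, and over all genes 0 of the 12 passed by limma. In the phenylpropanoid list *4CL1* (0.49) and *4CL3* (0.51) passed over the list alone, each with 0.0173, and 0 passed over all genes. In mock, *JAZ7* was higher in *axe1-5* by 1.32 ± 0.255 (SE; adjusted p 0.0274), with an adjusted p of 0.137 without WT mock replicate 2.

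Transcript changes were set against the genes listed by the study with raised H4ac. These lists came from separate ChIP-seq samples. Of the 1581 tested genes with raised H4ac in WT +MeJA, 176 (11.1%) were called higher in the WT response, against 5.22% of other genes (Fisher's exact test, 2-sided, p = 7.94e-19), and 60 were called lower. Their median change was -2e-04 and their mean 0.18, so median and mean differed in sign, and camera gave an adjusted p of 0.0298 in the direction of the mean. Under normexp background correction and median scaling the median was above 0, at 0.04 and 0.07. The median lay above all of the random lists matched on signal, whose own median was -0.06. Of the 1028 tested genes with raised H4ac in *axe1-5*, 140 (13.6%) were called higher in *axe1-5* mock, against 3.40% of other genes (Fisher's exact test, 2-sided, p = 3.36e-40), and 3 were called lower. The median change was 0.15 (camera, adjusted p 6.55e-07, and 0.0701 with the estimated correlation). On MeJA in WT the genes of the *axe1-5* list had a median of -0.14, or 0.04 under normexp background correction, and camera gave an adjusted p of 0.802. Of these genes 83 (8.07%) were called higher, against 5.51% of other genes (Fisher's exact test, 2-sided, p = 0.000863), and 122 were called lower.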

Values the study reported

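The study counted genes as differentially expressed against the untreated WT from expression data on 28,897 genes. In WT +MeJA it reported 2157 upregulated and 2583 downregulated transcripts. In untreated *axe1-5* the counts were 1514 upregulated and 973 downregulated. In *axe1-5* +MeJA they were 3128 upregulated and 2977 downregulated.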

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

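The tests of single arrays in the alpha-linolenic acid genes and of the spike-in shift in the phenylpropanoid genes were chosen only after the result was seen.

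The difference between the MeJA responses of the genotypes was tested directly, and 2 genes differed by at least 2-fold at an adjusted p under 0.05. *BSMT1* (AT3G11480) responded less in *axe1-5* by -2.44 (adjusted p 0.041) and AT5G17540 by -3.66 (adjusted p 0.0294). A single deviating array is argued against as the source of the size of these differences: with each array left out in turn, the value nearest to 0 for either gene was -2.30, still above 2-fold in size. The adjusted p-values are less stable than the sizes, as *BSMT1* passed in none of the 8 fits with an array left out and AT5G17540 in 1. With all arrays, neither passed when dim probes were not filtered (adjusted p 0.0863 and 0.0508), and AT5G17540 did not pass under normexp background correction (0.0611). Part of the AT5G17540 difference lies in mock, where *axe1-5* was higher by 1.46 and 1 WT array was not well above background, so its WT response rests on a dim start. A genotype effect on the response is what the design would name as biological, and it stays a hypothesis. A position effect common to both slides cancels in this difference, but a probe-specific one that differs between the slides stays open. Spike-in RNAs, added in equal amount to every labelling, had an interaction between 0.057 and 0.267 over 8 measured probes, above 0 where these genes lie below 0.

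The 12 JAZ genes had a median interaction of -0.28, meaning a smaller rise in *axe1-5*. Part of this lay in mock, where 9 of the 12 were higher in *axe1-5*, with a median of 0.11 (camera, adjusted p 0.209). *JAZ7* and *JAZ8* differed between genotypes by 1.32 and 0.80 in mock and by -0.09 and -0.28 under MeJA. *JAZ2* and *JAZ5* differed by 0.09 and 0.37 in mock and by -0.41 and -0.79 under MeJA. A single array is argued against, as the median interaction nearest to 0 with 1 array left out was -0.24. What the tests leave standing is a weaker MeJA response of induced genes in general: among random lists of genes with the same mean response over both genotypes, whose middle 95% ran from -0.44 to 0.24, the JAZ median lay at percentile 12.9. The smaller rise of the JAZ genes may therefore be no more than that of other induced genes, in line with the slope of 0.842 across all genes. This slope is also lowered by error in the WT response, which pulls it below 1 with no difference between genotypes, and the interaction held under neither fry nor an estimated correlation.

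The 10 alpha-linolenic acid genes had a median interaction of -0.18. With 1 array left out the median nearest to 0 was -0.14, which argues against a single array. Among lists matched on the mean response the median lay at percentile 29.4, so a general damping of induced genes is a candidate explanation here too, and this test shows nothing particular to the pathway. The interaction held under neither fry nor an estimated correlation. A biological and a technical origin of such damping were not separated.

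The 17 phenylpropanoid genes had a median interaction of 0.41, with a median response of 0.28 in *axe1-5* and -0.09 in WT. Single arrays are argued against, with 0.24 as the median nearest to 0 when 1 array was left out, and so are 3 other scalings between arrays as the whole cause, with 0.37 as the lowest median. The spike-in RNAs shifted the same way: all 8 measured probes were higher in *axe1-5* than in WT under MeJA, by 0.021 to 0.208, and all 8 had an interaction above 0, with a median of 0.20. Less this shift the median of the set is 0.208, so such a shift could account for part of it but not the whole. The spike-in shift was not one of all probes, as the median interaction over all 22708 genes was 0.0249. Lists of genes matched on response carry any shift common to genes. Unlike for the former lists, the median of the set exceeded those of all matched lists (percentile 100, middle 95% from -0.09 to 0.16). A larger response of these genes in *axe1-5* could be the reason, as a hypothesis. It says nothing of the pathway as a whole, since the study picked these genes for raised H4ac. It held under neither fry nor an estimated correlation (adjusted p 0.114 and 0.284), and the adjusted p was 0.0652 without *axe1-5* mock replicate 2, so genes that vary together may give the same pattern. A probe-specific position effect that differs between the slides stays open.

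Probes without an AGI locus were outside the gene counts, and 2666 of them were well above background in at least 1 group. When tested in the same way, 259 were called in the MeJA response in WT, 91 in *axe1-5* mock, 329 in *axe1-5* +MeJA against WT mock, 196 in the MeJA response in *axe1-5* and 117 between genotypes under MeJA. Of the 91 in *axe1-5* mock, 89 were higher, or 97.8%. Scaling between arrays is argued against as the reason for this split, since the lower share of higher probes under median and quantile scaling was 82.2%. The probes have no locus in the files' annotation, so what they measure was not determined, and probe-specific effects of position on the slide remain open for the comparison of genotypes.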

How the results depend on the processing

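All alternatives were chosen before the data were examined, so no test in this part was chosen after the result was seen.

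No result changed its direction while called, over all alternatives and results. For single genes under settings with all 8 arrays, 4969 comparisons kept their side of the p threshold. In 227 the comparison ceased to pass it, and in 88 it came to pass it. With 1 array left out the counts were 2813, 177 and 34. A change of sign in a comparison that did not pass was not counted as a change, such as those of *CDKA;1* and *E2FB* in WT given above. The cause of the changes given in this part was not tested unless one is stated.

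Normexp background correction lowered the genes called to 1585 in the MeJA response in WT, 353 for *axe1-5* in mock, 1948 for *axe1-5* +MeJA against WT mock, 1389 in the MeJA response in *axe1-5* and 367 for *axe1-5* under MeJA, and the genes shared by the WT response and *axe1-5* in mock to 25 and by the genotype comparisons to 238. Its offset of 50 compresses changes of dim genes by construction. The share of higher calls rose to 64.7% in WT and 69.1% in *axe1-5*, and r and the slope of the MeJA responses to 0.941 and 0.877. With only genes well above background on all 8 arrays, which tests fewer genes, 485 genes were called for *axe1-5* in mock, 664 under MeJA and 1 in the interaction, with 48 and 353 shared genes. With no filter on dim probes, r was 0.830, the slope 0.784 and the interaction 0. The interaction had 8 genes under quantile scaling, 5 under median scaling and 5 with the floor.

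With no minimum fold, 8049, 2124, 10008, 6710 and 3720 genes passed in the comparisons in the order above, and the shared genes were 5538 for the responses, 529 for the WT response and *axe1-5* in mock and 1650 for the genotype comparisons. The methods' t-test was run here 2-sided and on 2 arrays per group. The methods describe right- or left-tailed tests on more replicates, so its counts are not the study's own. After Benjamini-Hochberg adjustment this t-test, which takes the spread of each gene from 4 arrays only, left 111, 46, 739, 19 and 38, with 1, 0 and 8 shared. Without adjustment it gave 53 genes shared by the WT response and *axe1-5* in mock, and limma on the 2 groups compared gave 54.

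The replicate numbers were not taken to pair the samples, since correlations of the replicate differences between groups ran from -0.262 to 0.420, above 0 among WT mock, WT +MeJA and *axe1-5* mock and below 0 for each of these with *axe1-5* +MeJA. With the replicate number as a block all the same, the interaction had 0 genes and the fixed list 1 gene for *axe1-5* under MeJA. Slide as a block could not be fitted for comparisons between treatments and leaves the others as they were by construction.

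With 1 array left out in turn, where the lone array of its group is assumed to vary like the other groups, the genes called ran from 2379 to 2588 in the WT response, 688 to 961 for *axe1-5* in mock, 2884 to 3209 for *axe1-5* +MeJA against WT mock, 1797 to 2099 in the *axe1-5* response, 804 to 1180 for *axe1-5* under MeJA and 0 to 2 in the interaction. The genes shared by the WT response and *axe1-5* in mock ran from 51 to 97, r from 0.880 to 0.909 and the slope from 0.792 to 0.849.

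For the sets, the H4ac list of WT +MeJA had an adjusted p of 0.0873 in WT and 0.0634 in *axe1-5* under normexp and of 0.113 and 0.134 with no filter, and 0.0215 to 0.0541 in WT with 1 array left out. The phenylpropanoid response in *axe1-5* had 0.145 under normexp, 0.0597 under quantile scaling, 0.0626 with no filter, 0.0732 with the mean over probes, 0.0526 under fry and 0.408 under the estimated correlation, and 0.00757 to 0.133 with 1 array left out. Its interaction had 0.114 under fry, 0.284 under the estimated correlation and 0.000462 to 0.0652 with 1 array left out. The JAZ and alpha-linolenic acid interactions both had 0.15 under fry, and 0.217 and 0.0701 under the estimated correlation, where the JAZ responses and the H4ac list of *axe1-5* in mock had 0.0701. The transposable element genes in mock had 0.965 with no filter, over 1241 genes in place of 230, with a median change of -0.20. Most of these 1241 genes were not well above background on both arrays of any group.

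Of the 16 fixed genes, the methods' t-test after adjustment left 0 in the WT response, 0 for *axe1-5* in mock, 6 for *axe1-5* +MeJA against WT mock, 0 in the *axe1-5* response and 0 for *axe1-5* under MeJA. Limma on the 2 groups compared gave 1 for *axe1-5* in mock. For *axe1-5* under MeJA, normexp and the unadjusted t-test gave 4, and the 75th percentile over well-measured probes and no filter gave 1. With 1 array left out the counts ran from 0 to 3 in mock and from 0 to 3 under MeJA.

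No scaling moved the median of all genes by 0.1 or more, and the median farthest from 0 was -0.11, in the WT response with the 75th percentile over well-measured probes. Signal over background sets the limit for dim genes: between 74.4% and 78.5% of probes were well above background on an array, and the filter on these decides which dim genes enter.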

Other observations

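The second probes of genes, the share of replicate differences explained by trends, the exact test of the share of probes well above background, the selection of genes by the WT mock arrays and the count of neighbouring pairs on MeJA are tests chosen only after the result was seen.

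Of the genes called in *axe1-5* mock, 91.5% were higher. Scaling between arrays is argued against as the source, since the lowest share over 3 other scalings was 83.9%. The 7710 probes that no WT mock array measured well above background had a median change of -0.20, and 889 of them (11.5%) were at least 2-fold higher. After background subtraction, dim probes therefore had no general shift upwards. The raw background was not compared between arrays, so a brighter one on the *axe1-5* arrays was not tested. Position on the slide coincides with genotype, and for genes with several probes it is argued against as the whole cause. Of 93 genes called higher that had a second probe sharing no stretch of 16 bases with the first, the second probe was called higher too in 72 (77.4%) and lower in 0, against 31 of 6192 other genes (0.501%). For genes with 1 probe, genotype and position cannot be told apart. Spike-in RNAs, which are added in equal amount to every labelling, differed by at most 0.07 on the log2 scale between *axe1-5* mock and WT mock, but 8 measured probes are too few to show an effect on a small share of probes. Loss of a repressor of transcription is a hypothesis that could give such a split. Other sequence differences between the lines were not tested and stay open as well.

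Transposable element genes were more often higher in *axe1-5* mock than other genes, and genes could enter because they rose there. This is argued against as the whole cause: among genes well above background on both WT mock arrays, 20.5% of 132 transposable element genes were called higher, against 2.04% of 21687 other genes. It does raise the share among the genes that entered, which was 47.0%.

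The share of probes well above background was 77.11% on average on the *axe1-5* arrays and 75.03% on the WT arrays, a difference of 2.08 points. An exact permutation test within treatments, 2-sided, gave p = 0.0556, the smallest that the 36 splits of the 8 arrays allow.

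The 2600 genes called between WT +MeJA and WT mock were measured on different slides. The largest difference of a spike-in probe between WT +MeJA and WT mock was 0.15 on the log2 scale, and between the *axe1-5* groups it was 0.33. These 8 probes are too few to show an effect on a small share of probes, so for genes with 1 probe slide and MeJA cannot be told apart. For genes with several probes, an effect of the slide on single probes is argued against as the whole cause: of 528 called genes with such a second probe, it was called in the same direction in 422 (79.9%) and in the opposite one in 0, against 99 of 5757 other genes (1.72%). Differences in handling before labelling would move all probes of a gene and stay open.

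Differences between replicate 2 and replicate 1 were correlated between groups, positively among WT mock, WT +MeJA and *axe1-5* mock and negatively between each of these and *axe1-5* +MeJA. A trend common to a pair of groups can give no correlation larger than the larger share of variance it explains. A trend with probe GC content explained at most 0.153% of the variance of these differences in any group, one with signal brightness 6.85% and a smooth surface over the place on the array 0.691%, while the largest correlation was 0.420. None of these trends, in the form fitted, is therefore the whole cause. A pattern shared by samples handled together may exist, but the labels name no such handling.

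The genes called higher in *axe1-5* mock lay next to each other on the chromosomes more often than chance placement gives. Among 22492 genes with a position, 870 such genes formed 96 neighbouring pairs, against a mean of 33.5 and a maximum of 55 in 10000 random placements (permutation p = 1e-04, the smallest these placements can give). With transposable element genes and pseudogenes left out there were 58 pairs, against a mean of 24.2 and a maximum of 44, so runs of such elements are not the whole cause. In 94 of the pairs the probes share no stretch of 16 bases. The probes were not compared with the transcript of the neighbouring gene, so cross-hybridisation stays open. The pattern is not particular to the mutant: the 1268 genes called higher on MeJA in WT formed 218 pairs against a random mean of 71.4. Neighbouring genes that are related or regulated together may account for both, which was not tested.

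In WT +MeJA 1278 genes were higher and 1322 lower here. Both counts are lower than the values quoted from the study above.

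In *axe1-5* mock 877 genes were higher and 81 lower. Both counts are lower than the values quoted from the study above. The split between higher and lower genes was also less one-sided in the study's counts.

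In *axe1-5* +MeJA 2157 genes were higher and 1027 lower than in WT mock. Both counts are lower than the values quoted from the study above.

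The methods of the study state more replicates and more RNA per sample than the labels. The study describes Student's t-test and expression data on more genes. Here limma was used, at an adjusted p under 0.05 and at least 2-fold, over 22708 genes. The counts are therefore not like for like. Test and threshold alone changed the counts here widely, but which difference lowers them was not isolated.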
